A study of Mus musculus with 12 samples.

How the data were processed

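Livers of mice with a wild-type, heterozygous or homozygous Nodder allele of Jag1 (Jag1+/+, Jag1Ndr/+ and Jag1Ndr/Ndr) were profiled by droplet-based single-cell RNA sequencing at embryonic day 16.5 (E16.5) and postnatal day 3 (P3). The labels gave 2 replicates for each of the 6 combinations of stage and genotype, hence 12 samples. Per the labels' protocols, embryos and pups came from crosses between heterozygotes, and the livers were dissociated with enzymes. TrypLE was part of the digestion at E16.5 only, and dead cells were removed magnetically before loading. Per the labels' protocols, homozygous pups at P3 were picked by their jaundice, and the control pups were genotyped later. Sequencing used NextSeq and NovaSeq instruments, per the labels, which did not say which library was run on which instrument.

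The deposited matrices held raw UMI counts per gene and barcode, without normalisation. Per the file headers, they were written by version 3.0.2 of the 10x Genomics software at P3 and by version 3.1.0 at E16.5. The accompanying deposited lists held the barcodes and the gene identifiers with symbols, which are not measurements. Neither headers nor labels stated the genome build, the annotation or the counting options. The gene lists differed between stages, with 22597 genes at P3 and 31053 at E16.5. Coordinates were taken from GENCODE M21 on GRCm38 by Ensembl identifier, which matched 22580 of the P3 genes and 31011 of the E16.5 genes (99.9% at each stage). The annotation used by the authors could differ from it, so the coordinates locate a gene and do not describe how its reads were counted. Whether reads of near-identical genes, such as the stefin A cluster and the globin genes, were split between copies was not stated.

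Before samples were averaged, every pair of matrices was compared barcode by barcode. Matrices of 1 stage that shared more than 20% of the smaller one's barcodes were treated as holding a common library. This left 5 libraries at E16.5 and 4 at P3. The E16.5 matrices labelled Jag1+/+ replicate 2 and Jag1Ndr/+ replicate 2 were identical and were counted once, as a library without the homozygous label. At P3, the libraries were called A to D. Library A was taken in full from the sample labelled Jag1+/+ replicate 1, and library B from Jag1+/+ replicate 2. Library C comprised the 15145 barcodes of Jag1Ndr/Ndr replicate 1 that were absent from library A. Library D was Jag1Ndr/+ replicate 1. Libraries A and B were also present under a homozygous label, so they entered no comparison between genotypes and are given as values only. Library C carried only the homozygous label and library D only the heterozygous one.

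Total UMI counts ranged from 30087760 to 288658950 per deposited matrix. Barcodes with at least 1000 UMIs and at most 15% of UMIs on mitochondrial genes were used. Doublets were called per library with Scrublet in scanpy 1.11.5, with an expected rate of 0.008 per 1000 barcodes and the automatic threshold. Where that threshold marked under 0.5% of barcodes, the top 5% of scores were removed instead. This applied to E16.5 Jag1Ndr/Ndr replicate 1, where the automatic threshold marked 0 barcodes. The share marked as doublets was uneven, from 4.54% to 33.4% at E16.5 and from 3.67% to 9.02% at P3. Clusters in which over 50% of barcodes were called doublets were also removed. Kept cells numbered 15668, 18151, 19324, 17514 and 21072 in the E16.5 libraries (Jag1+/+ replicate 1, the shared library, Jag1Ndr/+ replicate 1, and Jag1Ndr/Ndr replicates 1 and 2). They numbered 19391, 15796, 13802 and 15162 in P3 libraries A to D. Median UMI counts per passing barcode were 5325 to 9256 at E16.5 and 2961 to 6235 at P3.

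Cells of each stage were clustered on counts scaled to 10000 per cell and log-transformed, using 2000 variable genes chosen within libraries, 30 principal components, 15 nearest neighbours and the Leiden method at resolution 1 (igraph 0.11.9), without integration. Mitochondrial and sex-linked marker genes were left out of the variable genes. Clusters were named from marker lists fixed before the data were examined, as were the tests, the filters, the groups compared, the gene lists and all alternatives not described here as added. A cluster took the class with the most markers among its 10 leading genes by fold, with 20 CPM added to both sides, and, in case of equal numbers, the higher mean z-score. It stayed unnamed with under 3 detected markers, with an equal number of leading markers of another class, or with a mean z-score under 0.25 where no marker was among the leading genes. This scoring rule was the last of 4 versions and was settled after the leading genes of the clusters had been seen, but before any genotypes were compared. Names such as hepatocyte-like refer to these clusters, which were rebuilt here and may differ from the names given by the authors. No cluster was named cholangiocyte-like, so bile duct cells were not analysed here. A previous clustering of these cells, computed with another processor setting, had been seen together with its genotype comparisons before the clustering reported here was fixed. The one reported was kept because it was recomputed identically. Clusterings with 2 other random seeds were added to show how far such changes move the results.

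UMI counts were summed per library and class, because cells of 1 library are not independent replicates. Classes with at least 30 cells in every library were tested with edgeR 4.0.16 in R 4.3.3. The settings were TMM normalisation, removal of low counts with filterByExpr, robust quasi-likelihood fits and Benjamini-Hochberg adjustment within each class at 0.05. Standard errors of log2 fold changes were derived from the F statistic. The comparison at E16.5 set 2 Jag1Ndr/Ndr libraries against the 3 libraries without the homozygous label. The comparison of Jag1Ndr/Ndr with Jag1+/+ used the 4 libraries with 1 genotype label each, with the genotypes as levels. It left 1 residual degree of freedom, and the lone Jag1+/+ and Jag1Ndr/+ libraries were assumed to vary like the homozygous ones. Shares of cells were tested with edgeR on cell counts per class, with all kept cells as the library size. Lists of fetal hepatocyte genes, mature hepatocyte genes, genes of bile acid handling, and collagen and fibrosis genes were tested with camera in limma 3.58.1 (preset correlation 0.01), two-sided, with fry beside it, and adjusted over the 4 E16.5 tests. A list of Notch pathway genes was examined gene by gene in each class. DESeq2 1.42.0 served as the other test. CPM values scale UMI counts to the class sum or to the sum of all kept cells. Intervals of single libraries are exact 95% Poisson intervals for CPM and exact 95% binomial (Clopper-Pearson) intervals for shares, and cover counting error only.

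Genes were named by a rule fixed in advance. It allowed up to 3 higher and 3 lower genes per class, in the 3 classes with the most calls and in hepatocyte-like cells. A named gene had to pass the adjusted threshold, have all homozygous libraries beyond all others, reach a mean of 20 CPM and be on no marker list. Other genes are named with a statement that they were chosen after their values were seen.

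At P3, library C was left for Jag1Ndr/Ndr and library D for Jag1Ndr/+, with no library for Jag1+/+. No test was therefore run within P3 and no p-value is given there. Values of libraries C and D are set side by side, and the medians of gene lists are placed among 10000 random lists of equal size matched on expression. The ratios used genes with at least 10 UMIs in both libraries together, with 0.5 added to each sum. The tests planned within P3, between homozygous and other libraries and between pairs of genotypes, would leave no residual degree of freedom and were not run, and the adjustment of the gene lists therefore covers 4 tests in place of 8. The planned test of the difference between stages was run last, after all other values had been seen. It used the 5 E16.5 libraries and libraries C and D, the 22519 genes listed at both stages, and an interaction of stage and homozygous label, with 3 residual degrees of freedom. All of its spread comes from the E16.5 libraries, and libraries C and D are assumed to vary like them.

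The edgeR functions were tested on simulated counts with the gene means and library sizes of 3 E16.5 classes, in which 200 genes had been changed by a log2 fold of 2. They called 91% of the changed genes in hepatocyte-like cells (11088 genes tested), with 4.71% of calls false. The corresponding values were 91% and 2.15% in erythroid-like cells (12892 genes) and 90.5% and 3.21% in mesenchymal-like cells (8687 genes). Simulations without changes gave 0 calls in each. The spread between simulated libraries was the trended dispersion that edgeR estimated from the E16.5 libraries of each class. These figures hold for counts that follow this trend, and may differ for genes whose spread departs from it.

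Alternatives covered the cell filters, doublet calls, clustering resolution, neighbours balanced over libraries, and equal cell numbers. Fits that leave 1 homozygous library, or 1 library of another group, assume that the lone library varies like the other groups. Fits with the 3 genotypes as levels, or with only the Jag1Ndr/Ndr and Jag1+/+ libraries, also leave out the shared library. The alternatives also covered normalisation, low-count filtering, the test, the adjustment, the grouping of genotypes, a replicate block and leaving out each library. Alternatives added after the data had been seen were the 3 earlier naming rules, the removal of the top 10% of doublet scores from every library, the 2 other clustering seeds, and a covariate for Xist lying above Ddx3y in a library.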

Results

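Single-cell transcriptomes of whole mouse liver were collected at E16.5 and P3 from animals with 0, 1 or 2 copies of the Nodder allele of Jag1. Jag1 encodes a ligand of Notch receptors, and the Nodder allele is a missense change, so the genotype does not by itself set a transcript level. The labels listed 6 groups of 2 samples, namely Jag1+/+, Jag1Ndr/+ and Jag1Ndr/Ndr at each stage. At E16.5, the total UMI count was 184611424 for Jag1+/+ replicate 1, 154724088 for Jag1+/+ replicate 2, and 258642858 for Jag1Ndr/+ replicate 1. It was 154724088 for Jag1Ndr/+ replicate 2, 202498487 for Jag1Ndr/Ndr replicate 1 and 212761198 for Jag1Ndr/Ndr replicate 2. At P3, the total was 199943954 and 131722344 for Jag1+/+ replicates 1 and 2, 75745209 and 30087760 for Jag1Ndr/+ replicates 1 and 2, and 288658950 and 244036075 for Jag1Ndr/Ndr replicates 1 and 2. The 12 matrices held 15754 to 35072 barcodes each.

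The matrices did not hold 12 separate libraries. At E16.5, the matrices labelled Jag1+/+ replicate 2 and Jag1Ndr/+ replicate 2 were identical in all 23166 barcodes and every count. They were counted as 1 sample, called the shared library here. At P3, 6 of the 15 pairs of matrices shared between 53.4% and 100% of the smaller one's barcodes, whereas the other 9 pairs shared between 0.666% and 1.72%. Pairs from different stages shared 0.547% to 1.12%. Jag1+/+ replicate 1 and Jag1Ndr/Ndr replicate 1 had 19927 barcodes in common. Of the 187679300 UMIs that Jag1+/+ replicate 1 held on them, 9719 were missing from the homozygous sample. Jag1+/+ replicate 2 and Jag1Ndr/Ndr replicate 2 had 16145 barcodes in common, and all 15754 barcodes of Jag1Ndr/+ replicate 2 were also in Jag1+/+ replicate 2. The 6 P3 matrices therefore held 4 libraries. Library A (29132 barcodes) was present under Jag1+/+ replicate 1 and both homozygous labels. Library B (21880 barcodes) was present under Jag1+/+ replicate 2, Jag1Ndr/+ replicate 2 and Jag1Ndr/Ndr replicate 2. Library C (15145 barcodes) carried only the label Jag1Ndr/Ndr replicate 1, and library D (20277 barcodes) only Jag1Ndr/+ replicate 1. The label of library C came from a sample that also held library A, so its genotype is less certain than that of library D. A wild-type library free of other labels was not present at P3.

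**Figure D1:**
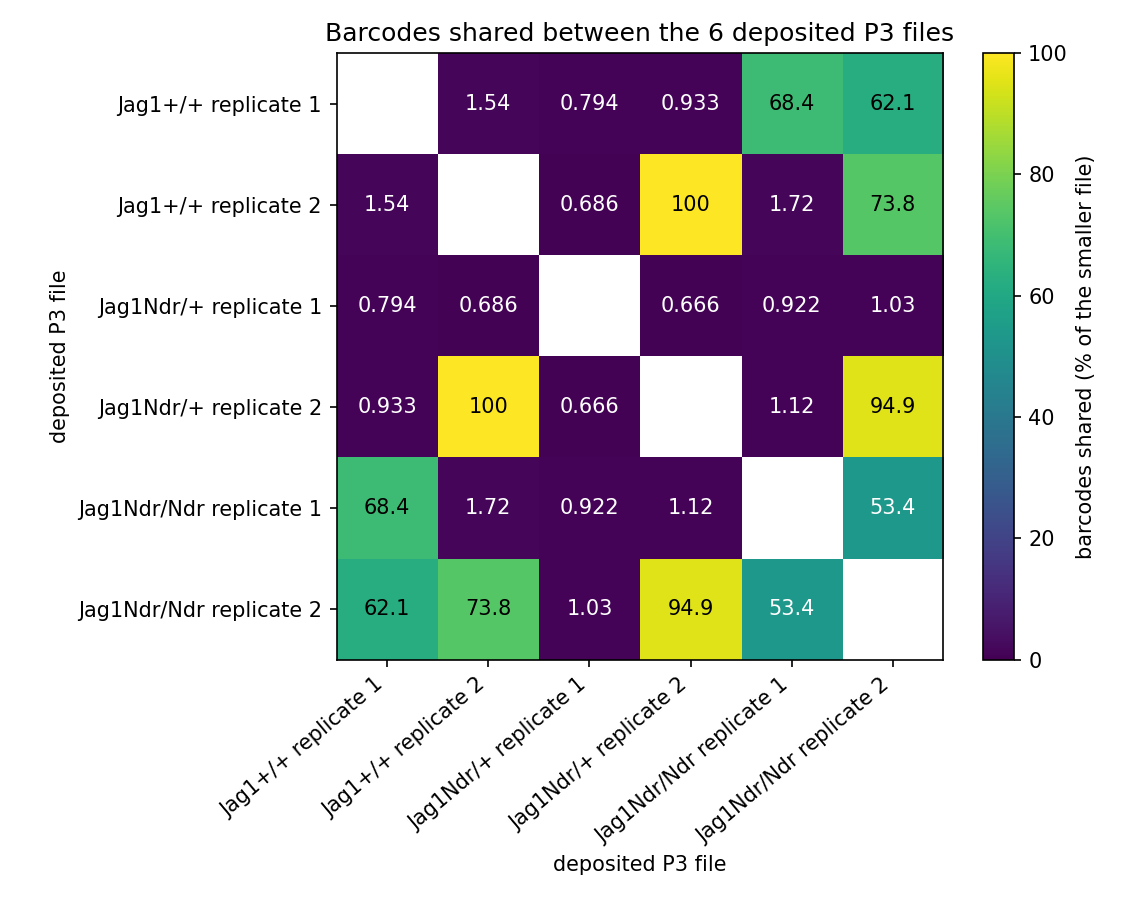
Barcodes shared by each pair of the 6 P3 matrices, in percent of the smaller matrix's barcodes, with matrices on both axes and the value printed in each cell. The 6 linked pairs lie between 53.4% and 100%, and the other 9 pairs between 0.666% and 1.72%.

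Transcripts of Jag1 (ENSMUSG00000027276, chromosome 2, 137081456 to 137116644, minus strand, protein-coding) were compared first, since it carries the allele under study. Over all kept cells at E16.5, Jag1 measured 1.03 ± 0.122 CPM (SD, n = 2) in Jag1Ndr/Ndr and 1.20 ± 0.571 CPM (SD, n = 3) in the libraries without the homozygous label. Single libraries measured 1.00 CPM for Jag1+/+ replicate 1, 1.84 CPM for the shared library and 0.747 CPM for Jag1Ndr/+ replicate 1. The homozygous replicates measured 0.948 and 1.12 CPM. The log2 fold change in the fit, which uses TMM normalisation and not the plain CPM scaling, was 0.04 (SE 0.247) and differed in sign from the means. It had an adjusted p of 1.00 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both homozygous libraries lay within the range of the other 3. The difference was smaller than the spread between replicates. Leaving out the shared library moved it most, to 0.24, and its sign changed to -0.04 without Jag1+/+ replicate 1 and to -0.03 without Jag1Ndr/+ replicate 1. Jag1 was highest in mesenchymal-like cells (18.0 ± 6.21 CPM against 21.7 ± 9.17 CPM) and endothelial-like cells (18.6 ± 7.91 CPM against 15.2 ± 7.78 CPM; SD, homozygous n = 2, others n = 3). In hepatocyte-like cells it measured 1.23 ± 0.237 CPM against 1.65 ± 0.513 CPM. At P3, Jag1 measured 0.333 CPM (95% interval 0.223 to 0.479) in library C and 0.194 CPM (0.1001 to 0.338) in library D, with overlapping intervals. Libraries A and B measured 0.565 and 0.681 CPM.

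The proportions of cell classes were compared to ask whether the composition of the liver differed between homozygous and other animals. At E16.5, 12 classes were named. Erythroid-like cells made up 65.4% ± 4.27 of kept cells in Jag1Ndr/Ndr and 60.9% ± 2.71 in the other libraries (SD, n = 2 and n = 3). Hepatocyte-like cells made up 4.14% ± 0.477 and 3.96% ± 0.641, respectively, with a log2 ratio of 0.06 (SE 0.240). An earlier naming rule, added as an alternative after the data had been seen, left out a cluster led by Fabp1. The log2 ratio of hepatocyte-like cells was then -0.10 (SE 0.317). Mesenchymal-like cells accounted for 1.09% ± 0.0699 and 1.09% ± 0.200, and endothelial-like cells for 1.33% ± 0.189 and 1.44% ± 0.430. Neutrophil-like cells were the only named class whose groups did not overlap, at 9.46% ± 0.195 and 12.0% ± 2.07, with a log2 ratio of -0.34 (SE 0.242). Their adjusted p was 0.875 in edgeR's quasi-likelihood test, and both homozygous libraries lay below the other 3. No class passed the adjusted threshold. In edgeR, 0 of 12 classes were called and 0 had an unadjusted p under 0.05. DESeq2 also called 0. None of the 23 alternatives run for the shares called a class, including the leave-one-out fits. The share marked as doublets ranged from 4.54% to 33.4% between these libraries, which limits the precision of the shares.

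**Figure D2:**
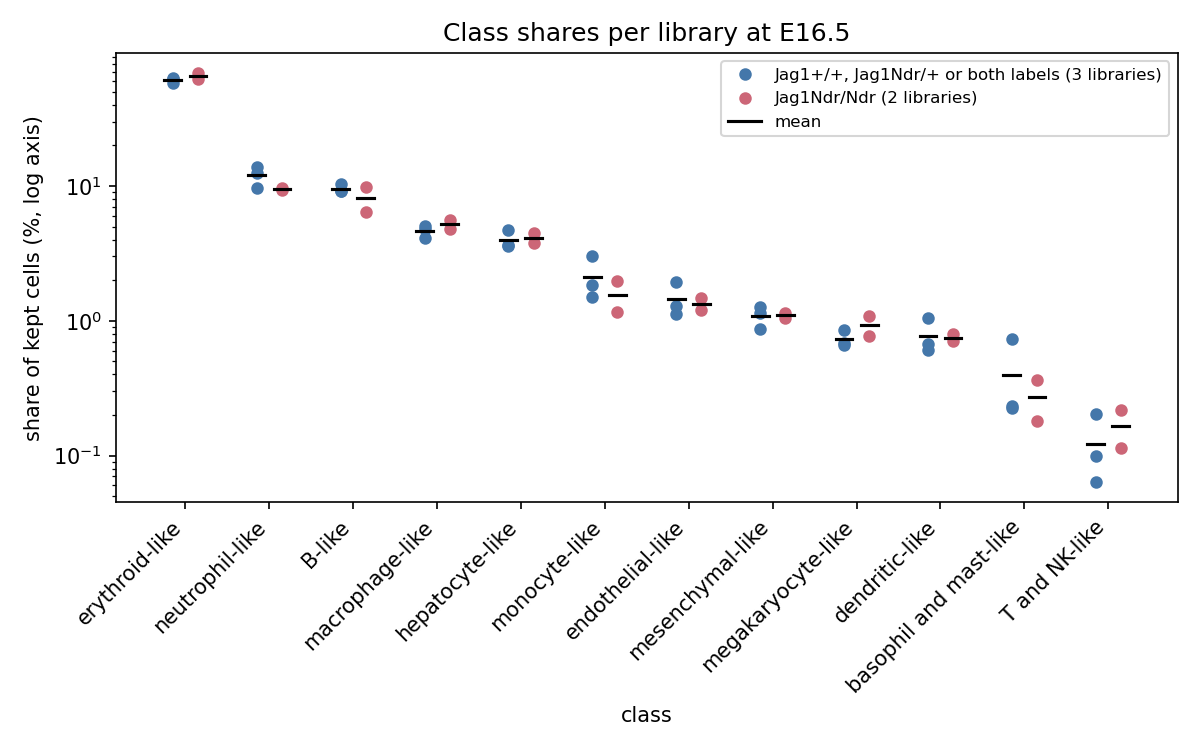
Share of kept cells in each of 12 classes at E16.5, in percent on a log axis, with 1 point per library (blue, 3 libraries without the homozygous label; red, 2 Jag1Ndr/Ndr libraries) and black bars for group means. The groups overlap in every class except neutrophil-like cells, at 9.46% against 12.0%.

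At P3, shares were compared between library C, with only the homozygous label, and library D, with only the heterozygous label. With 1 library each, the difference has no replicate check, and the exact binomial intervals cover counting error only. The 2 libraries also differed in depth and cell filtering, and whether this moved the shares was not tested. Median UMI counts per passing barcode were 4671 in library C and 2961 in library D. The UMI minimum removed 0 and 2822 barcodes, and 3.67% and 8.82% were marked as doublets. The binomial intervals were apart in 5 of 12 classes. Neutrophil-like cells made up 16.9% (16.3 to 17.5) of library C and 10.6% (10.1 to 11.1) of library D. Monocyte-like cells made up 4.21% (3.88 to 4.56) and 2.81% (2.55 to 3.09), and T and NK-like cells 1.99% (1.77 to 2.24) and 1.44% (1.26 to 1.65). B-like cells were lower in library C, at 10.1% (9.58 to 10.6) against 15.4% (14.8 to 15.95), as were erythroid-like cells, at 55.7% (54.8 to 56.5) against 59.8% (59.0 to 60.5). Hepatocyte-like cells made up 0.587% (0.466 to 0.729) of library C and 0.791% (0.657 to 0.946) of library D. In libraries A and B, erythroid-like cells made up 40.6% and 42.8%, hepatocyte-like cells 2.43% and 1.51%, B-like cells 17.5% and 19.1%, neutrophil-like cells 19.8% and 17.4%, monocyte-like cells 4.94% and 3.08%, and T and NK-like cells 1.26% and 1.80%. For erythroid-like and hepatocyte-like cells, libraries A and B thus lay further from libraries C and D than these lay from each other.

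Expression within classes was then compared between Jag1Ndr/Ndr and the other libraries at E16.5. The test covered 11 classes and 115264 pairs of class and gene. edgeR's quasi-likelihood test called 8 pairs, of which 6 were higher and 2 lower in Jag1Ndr/Ndr, and 2021 pairs had an unadjusted p under 0.05. DESeq2 called 24 pairs, among them all 8. In monocyte-like cells 7 genes were called, and in endothelial-like cells 1. The hepatocyte-like class at E16.5 included a cluster led by Fabp1, with 66 of 646 cells in the shared library up to 259 of 784 in Jag1Ndr/Ndr replicate 1, in which Alb was lower and Hbb-bs higher than in the rest of the class in all 5 libraries. In hepatocyte-like cells edgeR called 0 of 11299 genes, 198 had an unadjusted p under 0.05, and DESeq2 called 4. With an earlier naming rule that left this cluster out, an alternative added after the data had been seen, edgeR also called 0. The sum over classes moved most without a filter on low counts, to 224 calls. It also moved whenever a library was left out. It was 52 without Jag1+/+ replicate 1, 24 without the shared library, 15 without Jag1Ndr/+ replicate 1, 41 without Jag1Ndr/Ndr replicate 1, and 218 without Jag1Ndr/Ndr replicate 2. Of the 8 calls, 8, 6, 5, 5 and 8 were kept in these fits, in that order. Without a homozygous replicate, all spread comes from the other group, and the lone homozygous library is assumed to vary like it. In hepatocyte-like cells the count was 4 without the shared library, 2 without Jag1Ndr/+ replicate 1 and 1 without Jag1Ndr/Ndr replicate 1. These fits did not model sex, which the labels did not give. Xist lay above Ddx3y in Jag1Ndr/+ replicate 1 and Jag1Ndr/Ndr replicate 2 only. With this Xist status as a covariate, an alternative added after the data had been seen with 2 residual degrees of freedom, edgeR called 14 pairs, among them 7 of the 8, and 0 genes in hepatocyte-like cells. Of the 10 ways to split the 5 libraries into 2 and 3, 8 gave at least as many calls as the genotype split, which was 1 of them.

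The 8 called genes were then described by their values, with adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In each, both homozygous libraries lay beyond all 3 others, which 1 in 10 splits does by chance in a given direction. The rule set in advance named 2 of them, both in monocyte-like cells. Hpgd (ENSMUSG00000031613, chromosome 8, 56294585 to 56321043, plus strand) measured 105.9 ± 4.62 CPM in Jag1Ndr/Ndr and 42.1 ± 3.42 CPM in the other libraries (SD, n = 2 and n = 3). Its log2 fold change was 1.32 (SE 0.163, adjusted p 0.00145 in edgeR), and both homozygous libraries were higher. It was called in all 25 alternatives, with an adjusted p up to 0.0161. For each of the 8 genes, 4 of the 25 left its values unchanged and so tested nothing. At P3 it measured 39.2 CPM (33.6 to 45.4) in library C and 14.4 CPM (10.1 to 19.8) in library D, with 31.1 CPM in library A and 17.9 CPM in library B. 2010005H15Rik (ENSMUSG00000095620, chromosome 16, 36221468 to 36257444, plus strand) measured 52.0 ± 9.65 CPM against 24.0 ± 4.29 CPM, a log2 fold change of 1.12 (SE 0.193, adjusted p 0.0439 in edgeR, both homozygous libraries higher). It was called in 11 of 25 alternatives, with an adjusted p from 9.1e-06 to 1.00. It belongs to a group of near-identical stefin A genes, so its level is uncertain.

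The other 6 called genes are named here after their values had been seen, since they were class markers or had a mean under 20 CPM. Cacna1a in endothelial-like cells (ENSMUSG00000034656, chromosome 8, 84388440 to 84640246, plus strand) measured 1.55 ± 0.704 CPM in Jag1Ndr/Ndr and 14.97 ± 1.88 CPM in the others. Its log2 fold change was -3.28 (SE 0.474, adjusted p 0.0139 in edgeR, both homozygous libraries lower). It was called in 23 of 25 alternatives, with an adjusted p from 1.2e-08 to 0.403. Adgrg5 in monocyte-like cells (ENSMUSG00000061577, chromosome 8, 94923694 to 94943280, plus strand) had 3 UMIs in the homozygous libraries and 216 in the others. The homozygous replicates measured 0.169 CPM (0.00428 to 0.942) and 0.513 CPM (0.0622 to 1.85), against a mean of 13.9 ± 1.37 CPM. The log2 fold change was -5.39 (SE 0.461, adjusted p 4.3e-05 in edgeR, both homozygous libraries lower), and it was called in all 25 alternatives, with an adjusted p up to 0.00338.

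The remaining 4 were markers of other classes and were higher in monocyte-like cells of both homozygous libraries. Lcn2 measured 200.4 ± 4.34 CPM against 81.2 ± 2.54 CPM, with a log2 fold change of 1.29 (adjusted p 0.00145 in edgeR). Stfa2, another of the near-identical stefin A genes, measured 66.2 ± 9.83 CPM against 20.1 ± 6.18 CPM, with 1.72 (adjusted p 0.00103 in edgeR). Wfdc21 measured 65.4 ± 6.77 CPM against 29.5 ± 8.83 CPM, with 1.15 (adjusted p 0.0249 in edgeR). Hba-x measured 20.9 ± 1.26 CPM against 5.14 ± 2.20 CPM, with 2.03 (SE 0.300, adjusted p 0.0153 in edgeR). They were called in 23, 20, 16 and 17 of 25 alternatives, respectively, and the adjusted p of each reached 1.00 in an alternative. With doublets kept, the log2 fold change was 0.19 for Lcn2, 0.37 for Stfa2, 0.33 for Wfdc21 and 0.29 for 2010005H15Rik. With the top 10% of doublet scores removed from every library, an alternative added after the data had been seen, it was 0.34, 0.64, 0.53 and 0.56, and none of the 4 was called in either. Only Hpgd, Cacna1a and Adgrg5 were called in both. Other neutrophil genes in the class changed by -0.18 (S100a8) to 2.14 (Ngp), and the mean of Hba-x was higher in 10 of 11 other classes. At P3, Lcn2 measured 242.1 CPM in monocyte-like cells of library C and 121.6 CPM in library D, below libraries A and B at 429.6 and 377.2 CPM. Stfa2 measured 15.1 CPM and 15.5 CPM in libraries C and D, with overlapping intervals, and Wfdc21 39.2 CPM and 36.5 CPM, also with overlapping intervals. Hba-x was lower in library C, at 1.33 CPM (0.487 to 2.89) against 7.38 CPM (4.44 to 11.5).

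**Figure D3:**
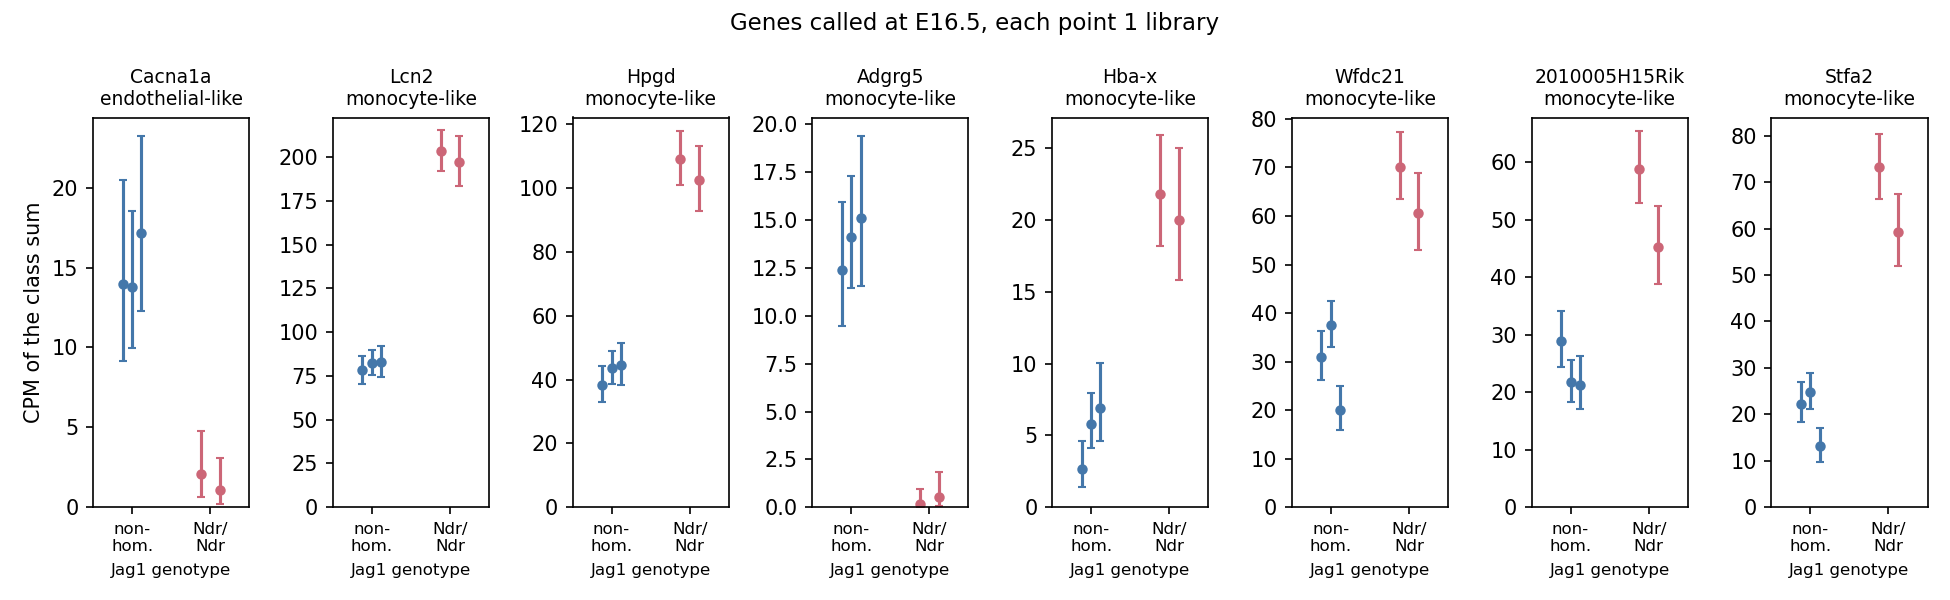
CPM of the 8 called genes in the class in which each was called at E16.5, with 1 point per library (blue, 3 libraries without the homozygous label; red, 2 Jag1Ndr/Ndr libraries) and error bars giving exact 95% Poisson intervals, which cover counting error only. The groups do not overlap in any panel, for example 102.7 to 109.2 CPM against 38.2 to 44.6 CPM for Hpgd.

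Jag1Ndr/Ndr was also compared with Jag1+/+ alone at E16.5, to set homozygotes against animals without the allele. Only Jag1+/+ replicate 1 carried that label by itself, so the comparison rested on 2 libraries against 1. With the lone libraries assumed to vary like the homozygous ones, edgeR called 118 pairs of class and gene. These comprised 48 in mesenchymal-like cells, 45 in basophil and mast-like cells, 11 in B-like cells, 9 in monocyte-like cells, 2 each in dendritic-like and hepatocyte-like cells, and 1 in macrophage-like cells. DESeq2 called 52. By its ratio, the count moved most, downwards, when the shared library was added under either label. Added as Jag1Ndr/+, that library does not enter the contrast itself. It can then act only through the spread, the low-count filter and the normalisation, and the spread otherwise rests on 1 residual degree of freedom. The count thus depended on whether that library was included. Without a filter on low counts it was 349. It was 118 without Jag1Ndr/+ replicate 1.

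Lists of genes chosen in advance addressed hepatocyte maturation, bile acid handling and fibrosis at E16.5. The median log2 fold change between Jag1Ndr/Ndr and the other libraries was 0.06 for 14 fetal hepatocyte genes, 0.05 for 15 mature hepatocyte genes and 0.03 for 13 genes of bile acid handling, all in hepatocyte-like cells. It was 0.09 for 17 collagen and fibrosis genes in mesenchymal-like cells, whose mean was -0.07 and whose test pointed downwards. The adjusted p was 0.478 for each list with camera in limma and 0.875 for each with fry, so no list was called by either. The number of higher genes was 10, 8, 7 and 10, respectively. Over all genes tested, edgeR called 0 of the 59 list members, 4 had an unadjusted p under 0.05, and DESeq2 called 0. Adjusted over the list alone, edgeR called 2 collagen and fibrosis genes, Tagln (log2 fold change -0.99) and Acta2 (-0.74), both lower in Jag1Ndr/Ndr and named here after their values had been seen, and 0 members of the other lists. In 4 of 23 alternatives it called 0 collagen and fibrosis genes, and in single alternatives up to 2 mature hepatocyte genes and 1 gene of bile acid handling. The fetal list moved most without Jag1Ndr/Ndr replicate 2, to a median of -0.29 with an adjusted p of 0.133 in camera. It rose to 0.28 (adjusted p 0.0569) with only the Jag1Ndr/Ndr and Jag1+/+ libraries, and to 0.25 with the 3 genotypes as levels, where it passed in camera (adjusted p 0.00678). Its adjusted p also passed without the shared library (0.25, adjusted p 0.0159) and without Jag1Ndr/Ndr replicate 1 (0.22, adjusted p 0.0133), over a range of 0.00678 to 0.920 in its alternatives. The collagen list passed in camera without Jag1Ndr/Ndr replicate 1, at a median of -0.13 with an adjusted p of 0.0420, in a range of 0.0420 to 0.920. The fits without that replicate rest on 1 homozygous library, assumed to vary like the other 3, and so do not show that homozygous animals differ. The fits with the 3 genotypes as levels and without the shared library used the same 4 libraries, so they are not separate support. Under fry, the adjusted p of the fits that passed in camera was at least 0.782.

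The Notch pathway list was tested in 53 pairs of 9 genes and 11 classes. The log2 fold changes ranged from -1.19 to 0.68. edgeR's quasi-likelihood test called 0 pairs over all genes and 0 adjusted over the list alone. The only pair with an unadjusted p under 0.05 was Notch1 in dendritic-like cells, which was higher by 0.55 (SE 0.247), with an adjusted p of 0.934 over the list alone. DESeq2 called 0 of the pairs.

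At P3, the same lists were placed among 10000 random lists of matched expression, as a description of libraries C and D. In hepatocyte-like cells, the median log2 ratio of library C over library D was 0.10 for 7 fetal genes (percentile 82.9), -0.27 for 18 mature genes (percentile 2.85) and -0.18 for 11 genes of bile acid handling (percentile 23.4). These rested on 81 and 120 hepatocyte-like cells. The comparison of hepatocyte-like clusters covered E16.5 only, so a cluster with low Alb among them cannot be excluded. In mesenchymal-like cells, the median was 0.15 for 17 collagen and fibrosis genes (percentile 71.9).

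The difference of the Jag1Ndr/Ndr effect between P3 and E16.5 was tested over 119909 pairs of class and gene in 11 classes, with the 5 E16.5 libraries and libraries C and D. At P3 the contrast rested on library C for Jag1Ndr/Ndr and library D for Jag1Ndr/+, with no Jag1+/+ library. Libraries C and D were assumed to vary like those at E16.5, so the test has no replicate check at P3. edgeR's quasi-likelihood test called 4 pairs, of which 1 was higher and 3 lower at P3, and 6144 had an unadjusted p under 0.05. DESeq2 called 63, among them all 4. The calls were 3 genes in erythroid-like cells and 1 in monocyte-like cells, with 0 in hepatocyte-like cells, where 645 genes had an unadjusted p under 0.05. The count ranged from 1 to 225 over 23 alternatives. All 9 other splits of the E16.5 libraries gave more calls, from 5 to 87, so the count did not single out the genotype.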

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

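The effect of the homozygous label differed between P3 and E16.5 for 4 pairs of class and gene in edgeR's test of the difference itself. They are named here after their values had been seen. For Adgrg5 in monocyte-like cells the difference came from E16.5, where the homozygous libraries measured 0.171 and 0.520 CPM and the others 12.5 to 15.3 CPM, against 26.6 CPM in library C and 40.8 CPM in library D at P3. It was called in 21 of 23 alternatives. The other 3, in erythroid-like cells, differed mostly at P3. There library C measured 2.35 CPM and library D 27.6 CPM of Gm20594, 0.132 and 13.6 CPM of Sorbs2, and 0.0220 and 1.71 CPM of Eps8l1. At E16.5 these genes measured at most 0.129, 1.10 and 0.493 CPM, in that order, with Eps8l1 higher in the homozygous libraries (0.216 and 0.493 CPM) than in the others (at most 0.0534 CPM). They were called in 12, 12 and 11 of 23 alternatives.

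A difference between P3 libraries C and D, whatever the grouping at E16.5, could give such calls. By the rule written beforehand this would have been taken as the cause, since 9 of the 9 other splits of the E16.5 libraries gave at least as many calls. The verdict was revised afterwards, because a split also changes the E16.5 difference and the count does not single out libraries C and D. The count also moved to 63 with DESeq2 and to 225 with the replicate block. With 1 library each, a difference between 2 animals cannot be told apart from an effect of the genotype at P3. The stages also differed in digestion and software version, and whether either acts on these genes was not tested.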

How the results depend on the processing

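The earlier naming rules, the equal removal of doublet scores, the other clustering seeds and the Xist covariate were chosen after the data had been seen, and all other alternatives before. The cause of the changes was not tested unless stated.

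The result for cell shares at E16.5 stayed at 0 classes in all 23 alternatives. In the expression contrast at E16.5, 11 of 25 alternatives stayed within a factor of 1.5 of the 8 calls. The count was 4 with doublets kept, 3 with the top 10% of doublet scores removed, 5 with adjustment over all classes together, 24 with DESeq2 and 224 without a filter on low counts, where more genes were tested. It was 133 with the 3 genotypes as levels and 118 with only the Jag1Ndr/Ndr and Jag1+/+ libraries. Both of these fits also left out the shared library, so their counts do not isolate the grouping of genotypes. With Xist status as a covariate the count was 14, with 7 of the 8 calls kept. Leaving out 1 library each gave 15 to 218, where a lone homozygous library is assumed to vary like the others. None of the 8 calls changed sign in any of the 25. With seeds 2 and 3, 7 and 6 pairs were called, and 4 of the 8 calls were kept in each. With cells thinned to equal numbers 7 were called and 4 kept, and with doublets kept or the top 10% of scores removed 3 were kept, namely Hpgd, Cacna1a and Adgrg5. The 3 earlier naming rules left the values of the 8 genes unchanged, so they say nothing about the stability of these calls. A UMI minimum of 2000 changed no count at E16.5, so it says nothing about stability.

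In hepatocyte-like cells, 18 of 25 alternatives kept 0 calls. The count was 6 with the 3 genotypes as levels, 2 with only the Jag1Ndr/Ndr and Jag1+/+ libraries, 4 with DESeq2, 17 without the filter, and 0 to 4 leaving out 1 library each. The first earlier naming rule left out the hepatocyte-like cluster led by Fabp1, and gave 0 calls and medians of 0.10, 0.04 and 0.08 for the fetal, mature and bile acid lists. For Jag1Ndr/Ndr against Jag1+/+, 15 of 19 alternatives were within a factor of 1.5 of 118. Among these, the UMI minimum changed nothing, and leaving out Jag1Ndr/+ replicate 1, which has a level of its own, could hardly move the count. The others gave 52 with DESeq2, 349 without the filter, and 24 or 26 with the shared library counted as Jag1+/+ or Jag1Ndr/+. Without Jag1Ndr/+ replicate 1 it was 118.

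The direction of the gene lists was not stable. The bile acid list reversed to -0.0179 with at most 10% mitochondrial UMIs and to -0.0673 with only the Jag1Ndr/Ndr and Jag1+/+ libraries, and ranged from -0.0462 to 0.14 leaving out 1 library each. The mature list reversed to -0.0120 with at most 10% mitochondrial UMIs and ranged from -0.25 to 0.14. It was also -0.10 without Jag1Ndr/+ replicate 1. The collagen list reversed to -0.0183 with seed 3 and to -0.20 with only the Jag1Ndr/Ndr and Jag1+/+ libraries, and ranged from -0.13 to 0.11. The lowest value of these came without Jag1Ndr/Ndr replicate 1, where the list passed the threshold (camera in limma, adjusted p 0.0420) on 1 homozygous library, assumed to vary like the other 3. The camera test pointed downwards there and with all libraries, so only the sign of the median changed. The fetal list rose to 0.25 and passed the threshold with the 3 genotypes as levels, and ranged from -0.29 to 0.25, with -0.07 without Jag1+/+ replicate 1 and -0.03 without Jag1Ndr/+ replicate 1. It passed at 0.25 without the shared library and, on 1 homozygous library, at 0.22 without Jag1Ndr/Ndr replicate 1. The fits with the 3 genotypes as levels and without the shared library rest on the same libraries. Jag1 over all cells ranged from -0.0397 to 0.24 leaving out 1 library each, and was -0.03 without Jag1Ndr/+ replicate 1.

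With the replicate number as a block, the contrast gave 131 calls, of which 122 were higher and 8 were those of the fit without it. The fetal and mature lists reversed to -0.0490 and -0.00192. The hepatocyte-like count and the number of changed shares stayed at 0. Over 11 classes, the differences between replicates 1 and 2 of the homozygous and the other libraries correlated by 0.0484 to 0.574 across genes (median 0.121). With 2 numbers and no label stating a shared litter or day, the samples share only a number, and the blocked fit is not read as a paired comparison.

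The difference between stages, with 4 calls, stayed within a factor of 1.5 in 6 of 23 alternatives. It was 2 with doublets kept, at resolution 2 and with seed 2, and 1 with seed 3, the first earlier naming rule, DESeq2 size factors and adjustment over all classes together. It was 10 with cells thinned within each stage and with the Xist covariate, 63 with DESeq2, 190 without the filter, 225 with the replicate block, and 30 to 70 leaving out 1 E16.5 library each.

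Not run were the block for Jag1Ndr/Ndr against Jag1+/+ and its fits without either homozygous library, which leave no residual degree of freedom, and its fit without Jag1+/+ replicate 1, which leaves no Jag1+/+ library. Shares with equal cell numbers were not run, since thinning within a class fixes the outcome. No alternative was run for the P3 comparisons, which had 1 usable library each for Jag1Ndr/Ndr and Jag1Ndr/+ and none for Jag1+/+. The stage difference was not run without library C or D, which leaves no P3 contrast.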

Other observations

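The count of splits and the test of barcode sharing were chosen after their results were seen. For the other tests the rule was written before the value, but the patterns themselves were noticed in the same data. The verdicts on neutrophil genes, Hba-x, the P3 levels of Adgrg5 and the difference between stages were revised once their values were known, and the chromosome 8 test measured another quantity than its written rule, as stated for each.

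The number of genes called at E16.5 did not single out the genotype. Of the 10 splits of the 5 libraries into 2 and 3, 8 gave 8 calls or more, the genotype split included, and the other 2 gave 6 each. With 10 splits the design cannot exclude chance, whatever the count. The largest number, 143, came from setting Jag1Ndr/+ replicate 1 and Jag1Ndr/Ndr replicate 1 apart. The split of Jag1Ndr/+ replicate 1 and Jag1Ndr/Ndr replicate 2 from the rest, which gave 119, followed the sex-linked genes. Xist measured 363 CPM and 636 CPM in these libraries and 0.156 to 0.939 CPM in the other 3, where Ddx3y measured 28.8 to 56.4 CPM. The homozygous group thus had 1 library of each kind. This split gave 9 calls in hepatocyte-like cells, where the genotype split gave 0. With Xist status as a covariate, added after these values were seen, the genotype contrast gave 14 calls and still 0 in hepatocyte-like cells, with 2 residual degrees of freedom. All 4 P3 libraries had Ddx3y at 28.7 to 34.3 CPM. Xist was not among the genes listed at P3, so it could not be set against Ddx3y there. In the test of the difference between stages, the Xist covariate thus counted libraries C and D as lacking Xist without a measurement.

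The sharing of barcodes at P3 was not a chance overlap of the barcode pool. The lowest share among the 6 linked pairs was 53.4%, against at most 1.72% among the other pairs and 1.12% between stages. The counts on shared barcodes matched as well, with a median correlation per barcode of 1.00 between Jag1+/+ replicate 1 and Jag1Ndr/Ndr replicate 1. Jag1Ndr/+ replicate 2 held the barcodes of Jag1+/+ replicate 2 at a median UMI ratio of 0.247, with a median correlation of 0.721. How these matrices came to share libraries could not be read from the labels, and which genotype libraries A and B have stays open. No biological explanation was tested.

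Of the 8 calls at E16.5, 3 lay on chromosome 8, namely Hpgd, Cacna1a and Adgrg5. The positions of the calls had been noticed before the test. By the percentage of pairs with an unadjusted p under 0.001, chromosome 8 ranked 1 among 20 chromosomes, with 18 of 6175 pairs (0.291%) from 14 genes. After removal of the called genes, a count added once the first was known, 13 pairs remained (0.211%) and the rank was still 1, ahead of chromosome 16 at 0.131%. Only 1 of the 10 splits, the genotype split, gave an excess this large, at 4.87 times the percentage over all chromosomes, and the next split reached 2.51 times. By the plain percentage, which the rule written beforehand had named, 2 of the other splits lay above the genotype split, at 0.453% each, with 0.422% and 0.552% over all chromosomes. With 10 splits the excess cannot be told apart from one that a split of these libraries gives by chance. A candidate explanation is a stretch of chromosome 8 from another strain background that both homozygous embryos inherited. Jag1 itself is on chromosome 2, so linkage to the allele would not bring such a stretch along. A shared litter, or a response to the genotype, stays open as untested.

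Adgrg5 (chromosome 8, 94923694 to 94943280) fell in monocyte-like cells of both homozygous libraries at E16.5, to 1 and 2 UMIs, against 60 to 95 UMIs in the other 3. If a variant near the gene were the cause, the fall would be shared by all classes. It was lower in both homozygous libraries in 3 of the 3 other classes counted, namely dendritic-like, neutrophil-like and erythroid-like cells. A class was counted with at least 10 UMIs in the other libraries, whatever its homozygous UMIs, which favours classes with a fall. Neutrophil-like and erythroid-like cells measured only 0.670 and 0.0797 CPM in the other libraries. The direction in these classes goes with such a variant or with a change in how reads match the gene. The size differed, with homozygous means of 2.93 against 14.6 CPM in dendritic-like cells and 0.341 against 13.9 CPM in monocyte-like cells. An equally large fall in all classes was thus not seen. Neutrophil-like and erythroid-like cells held 4 homozygous UMIs each, too few to compare sizes. At P3, library C measured 26.6 CPM (95% interval 22.0 to 31.8) in monocyte-like cells and library D 40.8 CPM (33.4 to 49.4), while libraries A and B measured 17.0 and 15.6 CPM. Library C was thus lower than D, as the rule written beforehand asked of a difference carried by homozygotes at both stages, but far from the near absence at E16.5 and above A and B. The rule was therefore extended by a size criterion afterwards. In edgeR's test of the difference between stages, the log2 fold change was higher by 4.85 (SE 0.619, adjusted p 0.00434) at P3, with library C below D and both homozygous libraries below the others at E16.5. A fall as large as at E16.5 was thus absent at P3. With 1 library, a smaller carried difference cannot be told apart from a difference between animals.

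Cacna1a (chromosome 8, 84388440 to 84640246) fell in endothelial-like cells at E16.5, to 1.55 ± 0.704 CPM (SD, n = 2) from 14.97 ± 1.88 CPM (SD, n = 3). It was lower in both homozygous libraries in only 3 of the 10 other classes with at least 10 UMIs in the libraries without the homozygous label. These were macrophage-like, megakaryocyte-like and mesenchymal-like cells. In B-like cells and in neutrophil-like cells, where it had 320 UMIs in the other libraries together and 201 in the homozygous libraries, the groups overlapped. This argues against a change shared by all classes, as a variant that removes the transcript would give. In macrophage-like cells it measured 0.811 ± 0.0461 CPM against 6.33 ± 0.867 CPM at E16.5. At P3, macrophage-like cells of library C measured 0.788 CPM (95% interval 0.162 to 2.30), below library D at 26.9 CPM (20.9 to 34.0), library A at 7.87 CPM and library B at 20.5 CPM. In endothelial-like cells, where it was called at E16.5, library C measured 6.60 CPM (2.42 to 14.4) and library D 50.9 CPM (32.6 to 75.8), but library C overlapped library A at 18.6 CPM (12.1 to 27.2) and library B at 11.9 CPM (5.45 to 22.6). The macrophage-like values are consistent with a difference carried by homozygous animals at both stages, and the endothelial-like values separate library C less clearly. It may equally be a difference between single animals, since library C is a single library whose label came from a matrix with 2 libraries.

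In monocyte-like cells, Lcn2, Stfa2 and Wfdc21 were called as higher in Jag1Ndr/Ndr and are also markers of neutrophil-like cells. More neutrophil-like cells or their RNA in the monocyte-like class could produce this. The other markers S100a8, S100a9, Camp, Ngp and Ltf changed by -0.18, 0.32, 1.76, 2.14 and 1.81 in log2 fold change. Their median of 1.76 lay above the 1.29 of Lcn2, as the rule written beforehand asked. The rise of Lcn2 would need 2.50% of the UMIs of the class to come from neutrophil-like cells, a calculation added after the values were seen. This share would raise Camp, Ngp and Ltf by 1.66, 2.00 and 1.76, close to their values, but S100a8 and S100a9 by 0.26 and 0.65. S100a8 stayed below this by more than 2 SE (SE 0.170). The most abundant markers thus argue against average neutrophil-like cells as the whole source, while the other 3 go with it, and the explanation was left open. It cannot be told apart from a change of state in the monocyte-like cells, which was not tested. The size of these calls also depended on how doublets were removed, which was noticed after the values were seen and has no test of its own. With doublets kept, the log2 fold change of Lcn2 was 0.19, and with the top 10% of scores removed from every library 0.34. Jag1Ndr/Ndr replicates 1 and 2 lost 4.54% and 20.3% of barcodes and had Lcn2 at 203.5 and 197.4 CPM. Jag1+/+ replicate 1 and the shared library lost 17.2% and 11.9% and had it at 78.3 and 82.5 CPM, and Jag1Ndr/+ replicate 1 lost the most, 33.4%, and had it at 82.9 CPM. The stefin A genes Stfa2 and 2010005H15Rik are close copies, so their separate levels are uncertain.

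Hba-x, an embryonic globin, was higher in monocyte-like cells at 20.9 ± 1.26 CPM against 5.14 ± 2.20 CPM. More free RNA of Hba-x in the droplets of both libraries would raise it in every class. It was higher in both homozygous libraries in 3 of 11 other classes, but its mean was higher in 10 of 11, for instance 29.5 CPM against 6.43 CPM in hepatocyte-like cells. The first count was against free RNA by the rule as written, and the explanation was left open after the means were seen. Free RNA could still be the source, and cannot be told apart from a change in the cells themselves.

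At E16.5 a cluster led by Fabp1 was named hepatocyte-like, although Alb was far lower in it than in the other hepatocyte-like clusters, at 2190 to 3505 CPM against 31102 to 57643 CPM. Fabp1 itself was lower in this cluster in 4 of 5 libraries, for instance 424 CPM against 684 CPM in the shared library. Hbb-bs was higher in all 5, for instance 189487 CPM against 80743 CPM there. If the cluster held cell fragments without a nucleus, the nuclear transcript Malat1 would be lower. It was lower in 0 of 5 libraries, which argues against fragments. Erythroid-like cells or free RNA with a small amount of hepatocyte RNA stay open as untested. The median mitochondrial share was lower too, at 1.36% to 2.48% against 4.42% to 7.03%. The pattern was recorded for both stages, but these values cover E16.5 only and do not describe the hepatocyte-like class at P3. No biological explanation was tested.

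A cluster left unnamed at E16.5 by a naming rule set after the data were seen made up 1.61% ± 0.444 of kept cells in Jag1Ndr/Ndr and 2.21% ± 0.219 in the other libraries (SD, n = 2 and n = 3). Both homozygous libraries, at 1.92% and 1.30%, lay below the others, at 2.04% to 2.46%. This cluster was closest to stem and progenitor-like cells and, being unnamed, was not tested in the main comparison. An earlier naming rule had a stem and progenitor-like class, with a log2 ratio of -0.46 (SE 0.271). Its adjusted p was 0.851 in edgeR's quasi-likelihood test. At P3 another cluster, closest to dendritic-like cells, made up 1.78% of library C and 1.44% of library D.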
